# Comprehensive Genetic Analysis of Early Host Body Reactions to the Bioactive and Bio-Inert Porous Scaffolds

**DOI:** 10.1371/journal.pone.0085132

**Published:** 2014-01-14

**Authors:** Tomo Ehashi, Taro Takemura, Nobutaka Hanagata, Takashi Minowa, Hisatoshi Kobayashi, Kazuhiko Ishihara, Tetsuji Yamaoka

## Abstract

To design scaffolds for tissue regeneration, details of the host body reaction to the scaffolds must be studied. Host body reactions have been investigated mainly by immunohistological observations for a long time. Despite of recent dramatic development in genetic analysis technologies, genetically comprehensive changes in host body reactions are hardly studied. There is no information about host body reactions that can predict successful tissue regeneration in the future. In the present study, porous polyethylene scaffolds were coated with bioactive collagen or bio-inert poly(2-methacryloyloxyethyl phosphorylcholine-co-*n*-butyl methacrylate) (PMB) and were implanted subcutaneously and compared the host body reaction to those substrates by normalizing the result using control non-coat polyethylene scaffold. The comprehensive analyses of early host body reactions to the scaffolds were carried out using a DNA microarray assay. Within numerous genes which were expressed differently among these scaffolds, particular genes related to inflammation, wound healing, and angiogenesis were focused upon. Interleukin (IL)-1β and IL-10 are important cytokines in tissue responses to biomaterials because IL-1β promotes both inflammation and wound healing and IL-10 suppresses both of them. IL-1β was up-regulated in the collagen-coated scaffold. Collagen-specifically up-regulated genes contained both M1- and M2-macrophage-related genes. Marked vessel formation in the collagen-coated scaffold was occurred in accordance with the up-regulation of many angiogenesis-inducible factors. The DNA microarray assay provided global information regarding the host body reaction. Interestingly, several up-regulated genes were detected even on the very bio-inert PMB-coated surfaces and those genes include inflammation-suppressive and wound healing-suppressive IL-10, suggesting that not only active tissue response but also the inert response may relates to these genetic regulations.

## Introduction

The key features of biomaterials scaffolds which are attractive for tissue regenerations are unclear although numerous researchers have been investigating the biological reactions to various materials *in vitro* and *in vivo*. Cell responses are affected by structure, physical properties, and the chemical properties of the scaffold [1], [2]. For example, the size and shape of nano and microparticles modulate phagocytosis of macrophages, and mechanical strain as a physical property affects macrophage hydrolytic activation [3], [4]. It is known that not all chemically biocompatible materials are adequate for tissue regeneration. Hyaluronan is sometimes clinically used as post-operative tissue adhesion prevention matrices due to noncytotoxic and biodegradable [5], [6]. However, its hydrophilic surface property may disturb the cell adhesion and tissue regeneration when used as a scaffold.

Generally, tissue responses to biomaterials have been assessed by histological observations such as material encapsulation, which suggests a failure of tissue regeneration [7], [8]. The number and distribution of immune cells are also used to judge the material inadequacy [9]–[11]. Recently, the expression and production of cytokines from material-attached cells on various surfaces properties have been investigated *in vivo* and *in vitro* [12]–[15]. Brodbeck *et al*. have proposed a classification of cytokines into four groups according to their roles, *i.e.*, promotion and suppression of inflammation or wound healing [12]. They implanted materials with various surface properties to compare the influence on leukocyte cytokines expression, but suitable materials for tissue regeneration were not observed in that study.

In biomaterials implantation, monocytes and macrophages mainly conduct foreign body reactions [16]. When the immune system is stimulated by foreign bodies, macrophages polarize into the M1- and M2-types, which correspond to classical and alternative activation, respectively [17]–[19]. It has been reported that M2 polarization is favorable to remodeling in biological scaffolds [20]. However, no synthetic material was used to consider macrophage profiling and tissue regeneration.

Many research groups have measured the expression and production levels of cytokines by RT-PCR and ELISA, respectively [13]–[15]. Although RT-PCR techniques have allowed for easier and more sensitive measurement than ELISA, the range of measurable cytokines is limited. After completion of the genome project, molecular biological analysis has dramatically improved by DNA microarray techniques. There have been some studies using DNA microarray related to *in vitro* cellular responses to several biomaterials [21]–[24]. In these studies, the influences of material characteristics on cell apoptosis, metabolism, and maturation have been analyzed by various analytical methods. The significantly up-regulated and down-regulated genes among cells on different materials were picked-up and roughly classified based on their functions. However, it has never been suggested which responses of immune cells and other cells to materials are indispensable for tissue regeneration. Moreover, there has been no report on the comprehensive analysis for *in vivo* tissue reactions to biomaterials.

Needless to say, these tissue responses are highly depends on various features of implanted materials. Collagen is distributed everywhere in body. It is highly biocompatible and is going to use in clinical treatment as scaffold for such as nerve or cartridge regeneration [25], [26]. Collagen positively attracts host cells to attach on the surface and is degraded by enzyme in host body, indicating that collagen is one of the most bioactive substrates. On the other hands, poly(2-methacryloyloxyethyl phosphorylcholine) (MPC) disturbs protein adsorption and cell attachment owing to its high hydrophilic feature. MPC polymer is well known to be an useful materials for coating surface of implants such as artificial hearts, stents, or hip joints because the host cells do not attach on the MPC surface due to its bio-inertness [27], [28]. Collagen and MPC are one of the most representative models of facilitating tissue regeneration and being ignored by host body, respectively. Once bio-incompatible materials are implanted, terrible inflammation and materials encapsulation will be occur and such host body reactions will lead failure of tissue regeneration. Therefore, bio-incompatible materials in addition to bioactive and bio-inert materials should be assessed and compared to investigate effective host body reaction for tissue regeneration.

In addition to the matrix nature, microstructure are also attracting great attention as the factors affecting the tissue responses. Porous structures including its pore size of the scaffold has been attracting great attention because they affect the angiogenesis, encapsulation, and cellular migration toward the scaffolds [29]–[32]. These factors would be strongly related to the fate of tissue regeneration. For example, porous polyvinyl alcohol scaffolds induce higher density of microvessels and their density was dramatically affected by pore size [32]. In that study, vascular density around non porous scaffold was much lower than that in the native tissue.

In order to understand initial host body reactions towards successful tissue regeneration, not only histological information but also genetic information of infiltrating tissue is needed. In this study, 3-dimensional PE porous scaffolds with collagen (bioactive) and poly(MPC-*co*-*n*-butyl methacrylate (BMA)) (PMB) (bio-inert) coating were used and genetic level of host body reactions after 7 days implantation were analyzed. Local RNAs in infiltrating cells into the porous scaffolds was extracted using laser microdissection technique. The relationships between the expression levels of important genes for tissue regeneration on the collagen and MPC surface scaffolds are discussed in combination with histological results.

## Materials and Methods

### Ethics Statement

All animal experiments were conducted in accordance with the Guidelines for Animal Experiments established by the Ministry of Health, Labour and Welfare of Japan, and by the National Cerebral and Cardiovascular Center Research Institute, Japan. The protocol was approved by the Committee on the Ethics of Animal Experiments of the National Cerebral and Cardiovascular Center Research Institute (Permit Number: 009017).

### Preparation of Scaffolds

Porous polyethylene (PE) substrates (Sunfine®AQ–200 and –900, mean pore size  = 157 µm and 32 µm, respectively) as a scaffold, were kindly donated by Asahi Chemicals (Tokyo, Japan). A 2-mm thickness of the PE substrate was cut out by a punch of 6 mm in diameter, and the disc-shaped substrates were washed in acetone with sonification 3 times and dried completely in vacuo. To prepare the bioactive scaffold, type I collagen (Cellmatrix; Nitta Gelatin, Osaka, Japan) was coated on the PE substrate as below. The PE substrates were oxidized in ozone atmosphere for 60 min to make the surface hydrophilic. Immediately after oxidation, they were immersed in 0.3 mg/mL collagen aqueous solution for 4 h and were washed 3 times with double distilled water. To prepare the bio-inert scaffolds, the PMB was synthesized by free radical polymerization of MPC and BMA [33]–[37]. The mole fraction of the MPC unit was 0.30 and weight averaged molecular weight was 6.0×10^6^. The ethanol solution of the PMB (1.0%) was dropped on the washed PE substrate and dried overnight to obtain PMB-coated scaffold. A non-coated PE substrate was used as the control scaffold since it is unable to regenerate tissues. All scaffolds were prepared under sterilized conditions.

### Surface analysis of modified PE substrate

Coatings of collagen and PMB on the PE substrate were confirmed by the static water contact angle measurement, ATR-FTIR spectroscopy, and energy dispersive X-ray spectrometry (EDS). For contact angle measurements and ATR-FTIR, collagen- and PMB-coated PE films instead of porous PE scaffold were prepared by the same method as used for coating on the PE substrate. All kinds of films were soaked in water 1 h before measurement of the contact angles. The air contact angles on non-, collagen-, and PMB-coated film surfaces were measured in water and calculated as the water contact angles (Kyowa Interface Science, Saitama, Japan). The ATR-FTIR spectra were obtained in 64 scans over a range of 750–4500 cm^−1^ by using an FTIR analyzer (Spectrum GX-Ramman, Perkin Elmer, MA, USA). The polymer coating at the middle of scaffold was confirmed with EDS (JEOL, Tokyo, Japan). In brief, porous PE substrates coated with collagen and PMB were cut at the middle, coated with platinum, and then obtained EDS spectrum to confirm coating polymer existence on the scaffold skeleton.

### Implantation of scaffolds in animals

Scaffolds were immersed in sterile saline overnight before implantation, and were implanted subcutaneously in rats or mice. Briefly, under anesthesia with isoflurane inhalation, an incision approximately 10 mm long was made in dorsal skin, and scaffolds were inserted into each subcutaneous pocket. Eight-weeks-old male C57BL/6 mice (SLC Japan, Shizuoka, Japan) and 8∼10-weeks-old male Wistar rats (SLC) were used for comprehensive genetic analysis (n = 1) and immunohistochemistry (n = 3), respectively. These scaffolds were resected with surrounding tissue at 7 days after operation, and the early foreign body reaction to these scaffolds was assessed. Implanted period (7 days) were decided by reason of that differences of reaction to several kinds of materials were the most drastic at that period in preliminary studies.

### Comprehensive gene expression analysis

Seven days after surgery, mice dorsal skins were cut around each scaffold, embedded in the OCT compound, and rapidly frozen in liquid nitrogen. The scaffolds with tissue were sectioned at 20 µm thick using a cryostat (CM1850, Leica, Germany) and captured on films specially made for laser capture microdissection. Sections on films were dried and fixed with 95% ethanol and acetone at –20°C, and were immediately air-dried. Tissues within 100 µm of the scaffold were selectively cut by laser (LMD6000, Leica), collected in Isogen (Nippon Gene, Osaka, Japan) RNA isolation solution, and stored in the freezer until RNA isolation.

Over 1 µg of total RNAs was isolated according to the manufacturer’s protocol from approximately 15 sections of each sample tissue. The RNAs were amplified and labeled using the Amino Allyl Message dAmp II aRNA kit (Ambion, TX, USA) according to the manufacturer’s protocol. Each of 825 ng Cy-3 and Cy-5 labeled aRNAs were mixed and fragmented, and the samples were loaded on the microarray (Whole Mouse Genome Oligo Microarray Kit 4×44K, Agilent Technologies, CA, USA). The microarray was set in a chamber and the hybridization reaction was performed under 65°C for 17 h.

The microarray image was obtained with GenePix4000B (Axon Instruments, CA, USA) and was transferred into GenePix Pro 4.1 software (Axon Instruments) to automatically quantify the fluorescence intensity of each spot. The signal intensities of Cy3 and Cy5 were normalized using the locally weighted scatter plot smoothing (LOWESS) normalization method. The DNA microarray was hybridized twice in different Cy3 and Cy5 combinations. Expression of each gene is expressed as log_2_(*I*_PMB coat_/*I*_non coat_) and log_2_(*I*_collagen coat_/*I*_non coat_), which represent expression levels based on the intensity of fluorescence of collagen- or PMB-coated scaffold samples in comparison with that of the non-coated scaffold sample. Microarray data were deposited in the Gene Expression Omnibus (GEO) database (#GSE52053).

### Histology

Scaffolds implanted in rat subcutaneous tissue were resected with surrounding tissue, embedded in OCT compound (Sakura Finetek, Tokyo, Japan), and sectioned by cryostat. Hematoxylin and eosin staining and immunostaining for CD68, which was present on the macrophage, were performed. For immunostaining, anti-rat CD68 antibody (AbD Serotec, Oxford, UK) as the first antibody and horse radish peroxidase-conjugated anti-mouse IgG as the secondary antibody (DAKO, Glostrup, Denmark) were used. Stained samples were observed and photographed by Coolscope (Nikon, Tokyo, Japan). Encapsulation thickness around implanted scaffold was measured on picture of HE staining. In brief, three points of fibrous connective tissue existing as thin membrane between scaffold and host body wall were measured on picture. Average encapsulation thickness was calculated and each value was statistically compared with the thickness of non-coat scaffold by student’s *t* test.

## Results

### Surface modification on PE substrates

The static water contact angles of non-, collagen-, and PMB-coated PE films were 102.2±0.6, 63.7±3.3, and 20.4±5.2, respectively. ATR-FTIR spectra of collagen-, and PMB-coated PE films was measured to verify the coating of the PE surface by polymer (Fig. 1). Collagen coating was confirmed from its amine-specific peak observed at 1650 cm^−1^, which is attributed amide-bond. In PMB-coated film, unique absorption peaks at 1240, 1080, and 970 cm^−1^ were observed. These peaks corresponded to the phosphate group (P-O) in the MPC unit in PMB [33]. From these results, it is confirmed that PE scaffold surface can be coated with collagen and PMB successfully.

**Figure 1:**
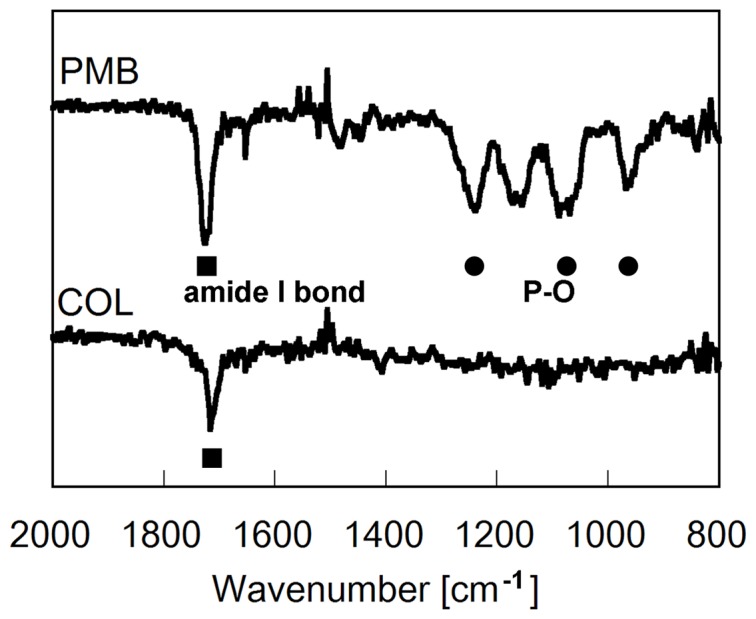
FTIR/ATR spectra of PMB- and collagen-coated PE films.

Because pores in scaffold at mean size of 157 or 32 µm were thought to be too small to penetrate collagen or PMB solution, coating with PMB on PE at the center of scaffold was confirmed by elemental analysis using EDS. The cross-section of the scaffold showed the existence of carbon at the skeletal structure of PE by X-ray mapping. In contrast, phosphorus signals that represents the existence of MPC units were detected at the whole surface of the PMB-coated scaffold. Based on the SEM observations and EDS analysis, it was shown that the polymer coating method was suitable to realize successful covering on the PE scaffold surface even at center of scaffold.

### Scaffold encapsulation

Six kinds of scaffolds, *i.e.*, non-coat, collagen- and PMB-coated scaffold with 157- and 32-µm pores, were observed at 7 days after implantation in rats. The scaffolds were attached on the subcutaneous tissue as shown in Fig. 2. In observation of both gross and HE staining of cross sectioned scaffold with dorsal skin tissue, fibrous tissue coverage at the periphery of scaffolds were recognized, especially in non-coat and collagen-coated scaffolds (Fig. 2 and Fig. 3). The thickness of encapsulation tissue which is covering non-coat scaffolds was the thickest and that value was 598±80 µm in 157 µm-pored scaffold. On the other hands, encapsulation of PMB-coated scaffolds was very thin and its thickness was 60±12 µm. Collagen-coated scaffold was covered by 300±117 µm. The thickness in PMB- or collagen-coated scaffold was significantly different from that in non-coat scaffold (p<0.01 and p = 0.02, respectively). The difference of encapsulation thickness between PMB- and collagen-coated scaffold was significantly different, too (p = 0.02). However, thickness of encapsulation tissue around 32 µm-pored scaffolds showed different tendency. The respective thickness was 167±120 µm (PMB-coat) and 108±71 µm (non-coat), and 99±14 µm (collagen), and there were no significant difference among three kind of scaffold. Therefore, encapsulation thickness was influenced by not only coating materials but also scaffold pore size. Those results indicated that both materials and shape of scaffold are important for successful tissue regeneration.

**Figure 2:**
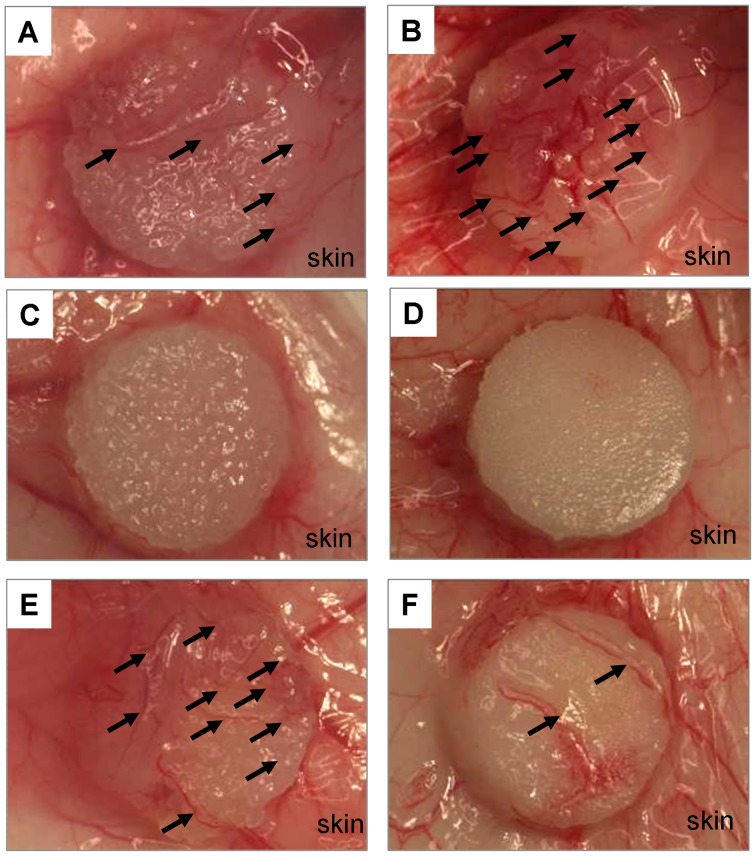
The appearance of scaffolds on day 7 after operation. All scaffolds were attached on the subcutaneous tissue. Scaffolds with a pore size of 157 µm (A, C, and E) and 32 µm (B, D, and F) were implanted. Angiogenesis (arrows) and fibrous tissue encapsulation were compared among non-coat (A and B), PMB-coated (C and D), and collagen-coated (E and F) scaffolds. All scaffold diameters are 6 mm.

**Figure 3:**
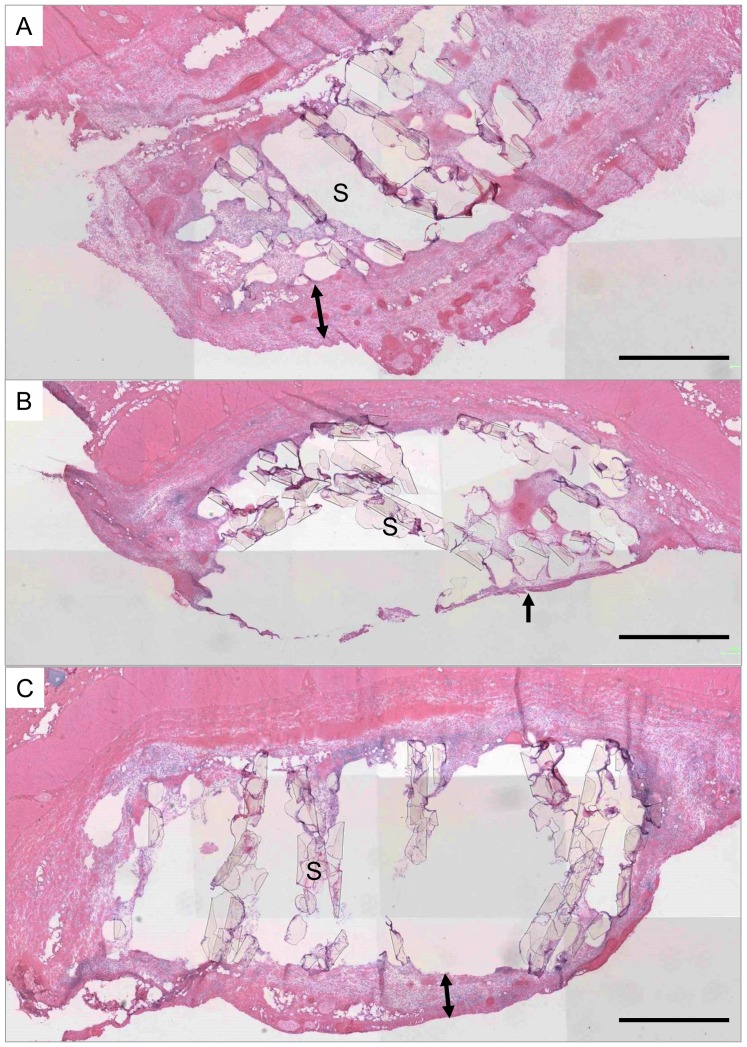
Macroscopic observation of implanted scaffold with non-coat (A), PMB-coated (B), and collagen-coated (C) scaffold which were sliced and stained with HE. Scaffold mean pore size was 157 µm. Scaffolds were attached to rat dorsal skin and encapsulated with layer of fibrous tissue (arrows). Some scaffold skeletons (S) are detached from sliced sample. Bars  = 1 mm.

### Vessel formation in and around the implanted scaffolds

From the macroscopic observation of scaffolds, small blood vessel formation was observed around the scaffold with both non-coat and collagen-coating (Fig. 2 and Fig. 4). The vessel induction also depended on scaffold pore size and scaffold-coating polymers. For example, more vessels were seen around non-coat scaffolds with 32-µm pore than that with 157-µm pore. On the other hand, more vessels were formed around the scaffold with 157-µm pore than that with 32-µm pore in the collagen-coated scaffold. No microvessels were observed around PMB-coated scaffolds.

**Figure 4:**
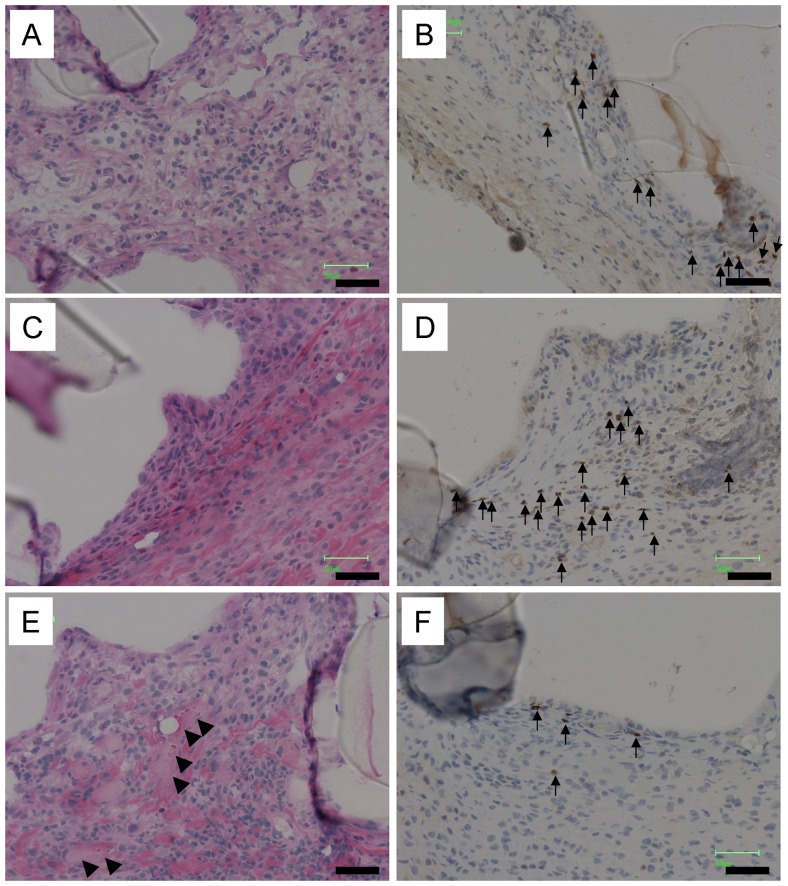
Microscopic histological observations by HE staining (A, C, and E) and CD68 immunostaining (B, D, and F) of non-coat (A and B), PMB-coated (C and D), and collagen-coated (E and F) scaffolds at boundary between scaffold and tissue. Small vessels (arrow heads) and macrophages (arrows) were observed. The mean pore size of the scaffolds was 157 µm. Seven days after operation. Some scaffold skeletons (S) are detached from sliced samples. Bars  = 50 µm.

The microvessel formations with blood streaming were observed in HE staining of sliced samples, too. High-magnification micrographs at border regions of scaffold and host tissue are shown in Fig. 4 (A, C, and E). Host cells and extracellular matrices were infiltrating into the scaffold pores at the border in every scaffolds. Among them, small vessels towards the inside of scaffold were recognized only in case of collagen-coated scaffold. It was also observed that cells in collagen-coated scaffold showed adhesion on scaffold and spread shapes. On the other hand, cells in the PMB-coated scaffold did not attach to scaffold and showed round shapes.

### Macrophage migration

Border regions of scaffolds were observed after immunostaining for CD68 (Fig. 4 (B, D, and F)). Many CD68-positive cells as monocytes/macrophages were observed in the tissue surrounded the PMB-coated scaffold. On the other hand, the collagen-coated scaffold did not facilitate the migration of CD68-positive cell at the scaffold. Moderate migration of those cells was observed in the tissue surrounded the non-coated scaffold.

### Comprehensive Genetic Analysis

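Host tissue at the 3 kinds of scaffold was compared on 4 DNA microarrays, 2 for the collagen coating and 2 for the PMB coating. The scaffolds had been under the dorsal skin of 8-week-old male C57BL/6 mice for 7 days, with 1 mouse for each kind of scaffold. The paper does not state whether the 3 kinds were in separate mice. Tissue within 100 µm of the scaffold was cut by laser from 20 µm sections, so each RNA extract held RNA of mixed cell types. On each array, 825 ng of labelled aRNA from a coated scaffold was hybridized together with the same amount from the non-coated scaffold, and the non-coated extract served as reference for both coatings. The coated sample carried Cy5 in replicate 1 and Cy3 in replicate 2. The 2 arrays of a coating are thus a dye swap of the same extracts and were counted as 1 replicate.
The authors quantified the spots, normalized both dyes by LOWESS and deposited log2 ratios of Cy5 to Cy3. How the 3 scans at different gain were combined, and which spots were left without a value, is not given in the sources used here. The deposited medians of the arrays were 0.015 and -0.035 for collagen replicates 1 and 2, and 0.014 and -0.035 for PMB replicates 1 and 2. Across the 22380 probes with a value on all 4 arrays, the deposited values of the swapped arrays correlated at -0.79 for collagen and at -0.66 for PMB. The values had therefore not been turned for the swap, and the sign of replicate 2 was reversed before averaging. Every ratio given is log2 of coated over non-coated, or of collagen-coated over PMB-coated where stated, and ± is the SD of the 2 arrays, a technical error only. The ± does not hold the spread between probes of a gene, which can be larger.
Of the 43377 probes, 33651 had 1 gene symbol, 56 had several and 9670 were not named in the annotation used. Each entry of the deposited data is called a probe here. Entries of the same gene may be repeat spots of 1 probe, which was not examined, and are not independent measurements. A gene's value is the mean over its probes with 4 values, which 11842 genes had. With 1 mouse per scaffold no test between scaffolds can be made, and no p-value is given. Genes and probes were instead counted as higher or lower when the mean log2 ratio was at least 1 in size, a 2-fold difference, with the same sign in both dye orientations.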

The host body reactions at PMB-coated and collagen-coated scaffolds were compared using a DNA microarray assay. Each RNA expression level in cells existing in the scaffold 7 days after implantation was presented as a logarithmic ratio to corresponding levels in the non-coated scaffold. 

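Most listed genes of muscle, blood vessels and macrophages had values at these scaffolds, and few of B cells and hair follicles did. A gene without a named probe in the annotation used was counted as having no value, so low coverage need not mean low signal. Values on all 4 arrays were present for 27 of 29 skeletal muscle genes, 19 of 19 blood endothelial markers and 18 of 21 pan-macrophage markers. The same held for 16 of 23 neutrophil markers, 3 of 7 lymphatic endothelial markers, 3 of 10 B cell markers, 1 of 7 eosinophil markers and 1 of 19 hair follicle genes. By array, 58.4% and 56.0% of the probes had a value for collagen replicates 1 and 2, and 60.5% and 52.3% for PMB replicates 1 and 2. All 4 arrays had a value for 51.6% of the probes.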

Over half of total genes on the microarray (more than 41K probes per array) presented reliable signals in all scaffolds. In Fig. 5, all of these genes are plotted as a logarithmic ratio (log_2_ ratios) of gene expression on PMB-coated scaffold to that on non-coated scaffold in Y-axis and as a function of that on collagen-coated scaffold to non-coated scaffold in X-axis. The collagen-coated scaffolds showed more widely distributed gene expression (−4< log_2_*I*_collagen coat_/*I*_non coat_ <5) than PMB-coated scaffolds (−2< log_2_*I*_PMB coat_/*I*_non coat_ <2). 

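Skeletal muscle genes lay at the low end of both distributions. All 27 measured genes of a list of 29 muscle genes fixed before the data were examined were at least 2-fold lower at the collagen-coated scaffold, with a median log2 ratio of -2.75, and 25 were at least 2-fold lower at the PMB-coated scaffold, with a median of -1.81. Both medians lay below those of 10000 random gene lists of the same size. The lowest genes with the collagen coating were Myh2, a fast myosin heavy chain, at -4.02 ± 0.011 (16.3-fold lower), the mitochondrial creatine kinase Ckmt2 at -3.83 ± 0.086, the sarcomere protein Myot at -3.79 ± 0.11 and the calcium buffer Pvalb at -3.69 ± 0.14. Cox8b, Ckm, Myl1, Apobec2, Xirp2 and Pygm followed, between -3.50 and -3.17. With the PMB coating the lowest were Myh3, the embryonic myosin heavy chain, at -3.44 ± 0.13, Tnnt2, a troponin of heart and immature muscle, at -3.19 ± 0.011, Igfbp2 at -3.14 ± 0.011 and Ankrd1 at -3.11 ± 0.075. Myl4, Myhas, Pdlim3, Mybph, Cav3 and Mylpf lay between -2.81 and -2.48. Ankrd1 stood at 0.30 ± 0.027 and Tnnt2 at -0.48 ± 0.062 with the collagen coating.
The high end with the collagen coating was led by the probe that the annotation used here gives to Perp, a desmosome-associated protein of stratified epithelia, at 4.99 ± 0.091 (31.7-fold higher), the gap junction gene Gjb2 at 4.60 ± 0.028, the stefin Stfa3 at 3.95 ± 0.056 and the neuropeptide gene Nts at 3.72 ± 0.098. Urah, Ubd, Clstn2, Cstdc6, Car4 and Mmp9 lay between 2.87 and 3.19. Of 5 measured epidermis genes, 4 were at least 2-fold higher with collagen, among them Krtdap at 1.91 ± 0.048, Cdh1 at 1.55 ± 0.16 and Sfn at 1.18 ± 0.034. The other was the probe annotated as Perp, whose values the paper gives for PDGF-C. The 2 probes of Sfn were at 0.48 and 1.88. The list had 18 genes.
Over all 22380 probes, the log2 ratios ran from -4.05 to 4.99 with collagen and from -3.61 to 2.42 with PMB. Their SD was 0.507 with collagen and 0.397 with PMB, against an SD of the dye-swap half-difference of 0.176 and 0.183. With collagen 447 probes were at least 2-fold higher and 751 lower, and with PMB 117 were higher and 319 lower. On PMB replicate 2 alone, 285 probes were at least 2-fold higher and 575 lower, and the higher PMB probes numbered 188 with the arrays scaled to one spread and 67 when each array had to reach 2-fold.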

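Fat cell genes and mast cell proteases were among the genes higher at the PMB-coated scaffold. Of 73 genes at least 2-fold higher there, 65 did not reach 2-fold with collagen and 41 had a log2 ratio below 0 with collagen. The largest values belonged to the carbonic anhydrase-related gene Car8 at 2.42 ± 0.29 (5.35-fold), the ubiquitin-like modifier Ubd at 2.37 ± 0.068 and the mast cell protease Cpa3 at 2.12 ± 0.18. Pck1, Bmp3, Mcpt4, Retnla, Mrap, Cidec and Cma1 lay between 1.59 and 1.77. Of these genes, Ubd, Cpa3, Cma1 and Mcpt4 were above 0 with the collagen coating too, at 3.13 ± 0.062, 1.09 ± 0.086, 1.05 ± 0.18 and 0.73 ± 0.063, and Retnla, Bmp3, Pck1, Car8, Cidec and Mrap lay between -2.59 and -0.080.
Of 19 measured adipocyte genes, 8 were at least 2-fold higher with PMB and none was lower, with a median of 0.85. With collagen, 4 were at least 2-fold lower and none was higher, with a median of -0.53. Members with the largest PMB values were Pck1, an enzyme of glyceroneogenesis, at 1.77 ± 0.061, the lipid droplet protein Cidec at 1.68 ± 0.17, leptin (Lep) at 1.28 ± 0.053 and adiponectin (Adipoq) at 1.20 ± 0.053. Of 5 measured mast cell markers, 3 were at least 2-fold higher with PMB, Cpa3 together with Mcpt4 at 1.69 ± 0.075 and Cma1 at 1.59 ± 0.33. The markers Kit and Hdc stood at 0.26 ± 0.20 and 0.25 ± 0.27. With collagen 4 of the 5 were at least 2-fold higher, so the mast cell genes were not confined to the PMB-coated scaffold.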

There were some genes that were up-regulated only in the PMB-coated scaffold. Genes that were up-regulated both in collagen-coated and PMB-coated scaffolds will contain non-specific and material implantation-related host reactions.

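8 genes were at least 2-fold higher at both coated scaffolds. Ubd, an interferon- and TNF-inducible modifier, was at 3.13 ± 0.062 with collagen, Clstn2 at 3.05 ± 0.043 with collagen and 1.16 ± 0.17 with PMB, and the mast cell proteases Cpa3 and Cma1 at 1.09 ± 0.086 and 1.05 ± 0.18 with collagen. The remaining named genes of this group, Lrrc75b, Slc9b2, Vipr2 and Lrg1, lay between 1.00 and 1.18 with PMB and were looked up after their values were seen. Genes lower with both coatings were more frequent, at 110 of 166 genes at least 2-fold lower with PMB and 400 with collagen, and included 25 of the 27 measured skeletal muscle genes.
Both ratios share the non-coated extract, which by itself makes them move together. Of the probes, 10 were higher and 184 lower with both coatings. Independent lists of these sizes would share 2.34 and 10.7. In 100 simulations with a shared reference, no common effect and, unlike these ratios, equal spread, 177 and 190 were shared. Only 117 probes were higher with PMB, so the higher overlap could not have reached 177, and that comparison decides nothing. The lower overlap of 184 did not exceed 190. Neither overlap is evidence for or against a common effect. The correlation of the ratios across probes, which are not independent replicates, was 0.22 against 0.44 in simulated extracts with a shared reference, no common effect and, unlike these ratios, equal spread, and the covariance 0.0441 against 0.131. Between arrays of the same dye orientation the correlation was 0.20 for replicate 1 and 0.35 for replicate 2, and the dye-dependent parts of the coatings correlated at 0.69. Between arrays of opposite dye orientation the correlation was 0.098 and 0.089.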

**Figure 5:**
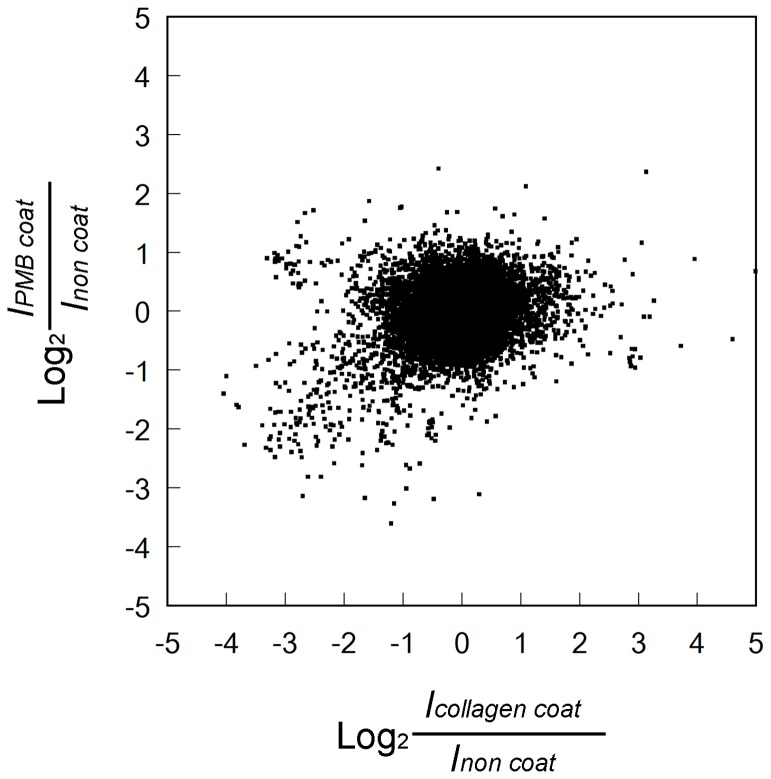
Global analysis of host body responses to PMB-coated and collagen-coated scaffolds. All genes having valid expression levels in non-coated, collagen-coated, and PMB-coated scaffolds were plotted.

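Genes of neutrophils, T cells and cytotoxic cells were higher at the collagen-coated than at the PMB-coated scaffold, and interferon-response and adipocyte genes were lower. These are 5 of 37 gene lists compared in 3 contrasts, the lists having been fixed before the data were examined and the ones named here picked after. Of 16 measured neutrophil markers, 11 were at least 2-fold higher with collagen than with PMB and none was lower, with a median difference of 1.43 in log2. 4 of these markers were also selected by the study from these arrays. The granule protein Lcn2 was at 2.56 ± 0.55 with collagen and 0.34 ± 0.021 with PMB, and the calprotectin subunits S100a8 and S100a9 were at 1.99 ± 0.62 and 1.74 ± 0.59 with collagen. For the primary granule genes Mpo and Prtn3 the collagen values were 1.29 ± 0.41 and 0.054 ± 0.013, and for the secondary granule gene Ltf 0.15 ± 0.061. Keratinocytes can also express Lcn2, S100a8 and S100a9, and 4 of 5 measured epidermis genes were at least 2-fold higher with collagen than with PMB, with a median of 1.19. The probe annotated as Perp is among these 4. Of 8 T cell markers, 6 were at least 2-fold higher with collagen than with PMB, with Cd3g at 2.14 ± 0.10 and Cd3d at 1.86 ± 0.19 with collagen. NK cell and cytotoxic genes gave 6 of 8 higher, with Gzma at -1.67 ± 0.38 with PMB. Pan-macrophage markers gave none of 18 at least 2-fold higher or lower between the coatings.
Of 16 type I interferon-response genes, 11 were at least 2-fold lower with collagen than with PMB, with Ifit1 at -1.57 ± 0.36 with collagen and 0.26 ± 0.30 with PMB and Oasl2 at -1.07 ± 0.088 and 0.70 ± 0.025. 10 of 19 adipocyte genes and 12 of 27 skeletal muscle genes were also at least 2-fold lower with collagen than with PMB.

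**Figure D1:**
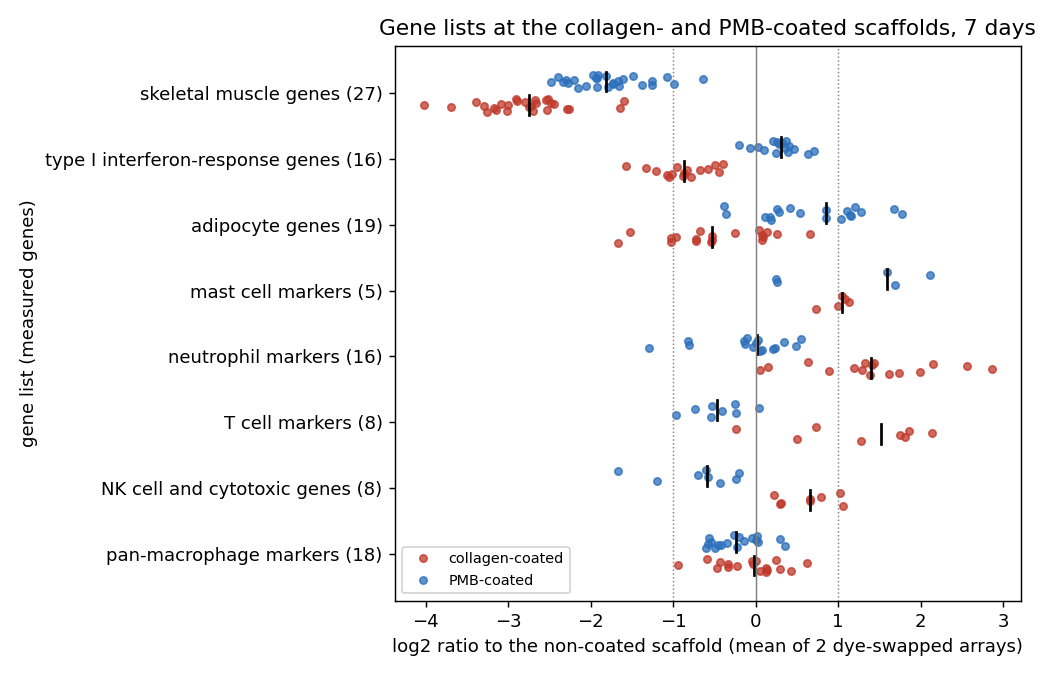
Log2 ratio to the non-coated scaffold (horizontal axis) of every measured gene of 8 gene lists (vertical axis) at the collagen-coated (red) and PMB-coated (blue) scaffold. Each point is 1 gene, the mean of 2 dye-swapped arrays, a black bar is the median of the list and dotted lines mark 2-fold. The neutrophil markers have a median of 1.40 with collagen and 0.021 with PMB, and all skeletal muscle genes lie below 0 with both coatings.

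Over all genes, the largest differences in favour of collagen were Gjb2 at 5.07 ± 0.15, the probe annotated as Perp at 4.31 ± 0.25, Nts at 4.31 ± 0.18 and Mmp9 at 3.67 ± 0.16, followed by Ankrd1, Urah, Stfa3, Serpinb5, Cxcr2 and Cstdc6 down to 2.96. Those in favour of PMB were the cytochrome Cyp2e1 at -4.30 ± 0.075, the alternatively activated macrophage product Retnla at -4.28 ± 0.016, Akr1c18 at -3.74 ± 0.0064 and Reln at -3.72 ± 0.084, followed by Igfbp5, Bmp3, Chrdl1, Ces1d, Wnt2 and the myelin gene Mbp up to -3.17. In all, 1481 probes differed more than 2-fold between the coatings, 678 of them higher with collagen and 803 lower. With the probes of a gene averaged, 759 genes differed. The half-difference of the dye swap had an SD of 0.141 for this contrast.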

The number of genes whose expression levels was different more than two-fold between PMB-coated and collagen-coated scaffolds was 1467. Of these, 45 genes were selected by using the keywords related to inflammation, wound healing, angiogenesis, and macrophage polarization. Figure 6 shows relationship of these 45 genes expression between in PMB-coated and in collagen-coated scaffolds. The numbers in Fig. 6 correspond to those in Tables 1–4 and information of each plot is explained in as description of genes in the tables. Functions of those genes involved in inflammation, wound healing, and angiogenesis are indicated, too. Marks “+” and “− “ in the tables show promotion and suppression effect of those genes on the tissue responses. Many genes were in the fourth quadrant, in other words showing down-regulation in PMB and up-regulation in collagen. 

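Of the 45 genes, 42 had a value under their symbol, and 18 of these were above 0 with collagen and below 0 with PMB. The chemokine receptor Cxcr2 (IL8rb) was at 2.15 ± 0.0025 with collagen and -0.82 ± 0.0021 with PMB, the arginase Arg2 at 2.10 ± 0.18 and -0.26 ± 0.24, and the scavenger receptor Cd163l1 at 1.69 ± 0.29 and -0.78 ± 0.13. The 2 probes of Cxcr2 were at 1.61 and 2.70 with collagen. Il18r1 was at 1.28 ± 0.26 and -0.70 ± 0.020, and the lymphangiogenic factor Ccbe1 at 1.30 ± 0.022 and -0.082 ± 0.065. 11 of the 18 were at least 2-fold higher with collagen and 2 at least 2-fold lower with PMB, the collagen gene Col11a1 at -1.60 ± 0.15 and Mmp10 at -1.32 ± 0.0099. Col11a1 itself was at 0.018 ± 0.23 with collagen, and Btg2, an antiproliferative gene, was at 0.35 ± 0.11 and -0.47 ± 0.095. The genes were chosen by the study on these arrays, so their directions are not independent evidence of the pattern.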

The number of oppositely regulated genes represented in second quadrant was smaller than the number of genes in the first quadrant, and their expression levels were low. 

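Among the measured genes of the tables, 8 were below 0 with collagen and above 0 with PMB, 9 were above 0 with both and 7 were below 0 with both. The 9 include Fgf10 and Il17rd, which the paper lists in its Table 2. Il17rd changed sign between the 2 arrays of each coating. In the second quadrant, 1 gene was at least 2-fold lower with collagen, Il10, and 1 at least 2-fold higher with PMB, the procollagen-processing enhancer Pcolce2 at 1.00 ± 0.13. In the first quadrant, 7 genes were at least 2-fold higher with collagen, with Il13ra2, a decoy receptor of IL-13, at 2.27 ± 0.059 as the largest, Adamts7 at 1.38 ± 0.10 and the amino acid oxidase Il4i1 at 1.24 ± 0.29. None of them was at least 2-fold higher with PMB, where Il13ra2, Adamts7 and Il4i1 were at 0.038 ± 0.030, 0.42 ± 0.037 and 0.13 ± 0.35. Among the genes low with both, the metallopeptidase gene Adamts19 was at -2.71 ± 0.21 with collagen and -0.42 ± 0.070 with PMB, and Eps15 at -0.51 ± 0.027 and -0.082 ± 0.18. With PMB replicate 1 as the only PMB array, 5 genes were in the first quadrant and 9 in the second.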

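At the collagen-coated scaffold, genes associated with classically activated (M1) macrophages had a median above 0 and those associated with alternatively activated (M2) macrophages a median below 0. Of 14 measured M1-associated genes, 5 were at least 2-fold higher with collagen and none was lower, with a median of 0.63. Without the 2 of them that the study selected on these arrays, a choice made after the values were seen, the median was 0.38. In the same extract neutrophil markers had a median of 1.40, T cell markers one of 1.52 and pan-macrophage markers one of -0.015. The 5 higher genes included Tnf at 1.55 ± 0.10 and the prostaglandin synthase Ptgs2 at 1.14 ± 0.092, and Il6 was at -0.61 ± 0.077. Of 20 M2-associated genes, 8 were at least 2-fold lower and 2 higher, with a median of -0.86. Retnla was at -2.59 ± 0.21, the chemokine Ccl24 at -1.65 ± 0.17 and the folate receptor Folr2 at -1.50 ± 0.16, and the arginase Arg1 was at -0.81 ± 0.058. The 2 that were higher were Cd163l1 and the checkpoint ligand Pdcd1lg2, at 1.63 ± 0.14. With PMB, 1 M1-associated gene was at least 2-fold higher, Cxcl9 at 1.16 ± 0.018, 1 was lower, Il6 at -1.05 ± 0.14, and 1 M2-associated gene was higher, Retnla at 1.69 ± 0.20. In the same PMB extract adipocyte genes had a median of 0.85 and pan-macrophage markers one of -0.24. Which cells gave the Retnla signal was not tested.
Within the genes that the paper's Table 1 lists as promoting a process, the 5 measured genes of wound healing had a median of 1.69 with collagen and the 9 of inflammation one of 1.28. Their single values overlapped, from 0.60 to 2.87 for wound healing and from 0.22 to 2.15 for inflammation. The table was drawn up from these arrays, so the medians are no independent evidence.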

In collagen-specifically up-regulated genes, Th2-type (M2 type) cytokines (MMPs (matrix metallopeptidases)) and collagens, which promote wound healing and angiogenesis to reconstruct tissues, were expressed higher level than inflammation-promoting genes. Among some genes related to angiogenesis that are down-regulated in collagen-coated scaffold, the expression of thrombospondin (THBS) group genes was observed. These included THBS-4, which was actively down-regulated in collagen and suppressed slightly in PMB, and THBS-3, which was down-regulated in collagen and up-regulated in PMB.

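Thbs4 was 6.31-fold lower at the collagen-coated scaffold, with a log2 ratio of -2.66 ± 0.076, and 2.06-fold lower at the PMB-coated scaffold, at -1.04 ± 0.25. Thbs3 was at -0.74 ± 0.11 with collagen and 0.48 ± 0.0035 with PMB, and neither value reached 2-fold. The classical angiogenesis inhibitors of the family, Thbs1 and Thbs2, were at 0.18 ± 0.30 and -0.069 ± 0.20 with collagen and at -0.53 ± 0.067 and -0.34 ± 0.41 with PMB. Of 12 measured anti-angiogenic factors, 2 were at least 2-fold lower with collagen, the tendon gene Tnmd at -2.20 ± 0.016 and the metalloproteinase inhibitor Timp3 at -1.27 ± 0.11. 1 was higher, the semaphorin Sema3f at 1.03 ± 0.20. With PMB, 1 was at least 2-fold lower, Tnmd at -2.30 ± 0.080, and 1 was higher, the chemokine Cxcl9 at 1.16 ± 0.018. The skeletal muscle genes were lower at the same scaffolds, with list medians of -2.75 and -1.81.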

**Figure 6:**
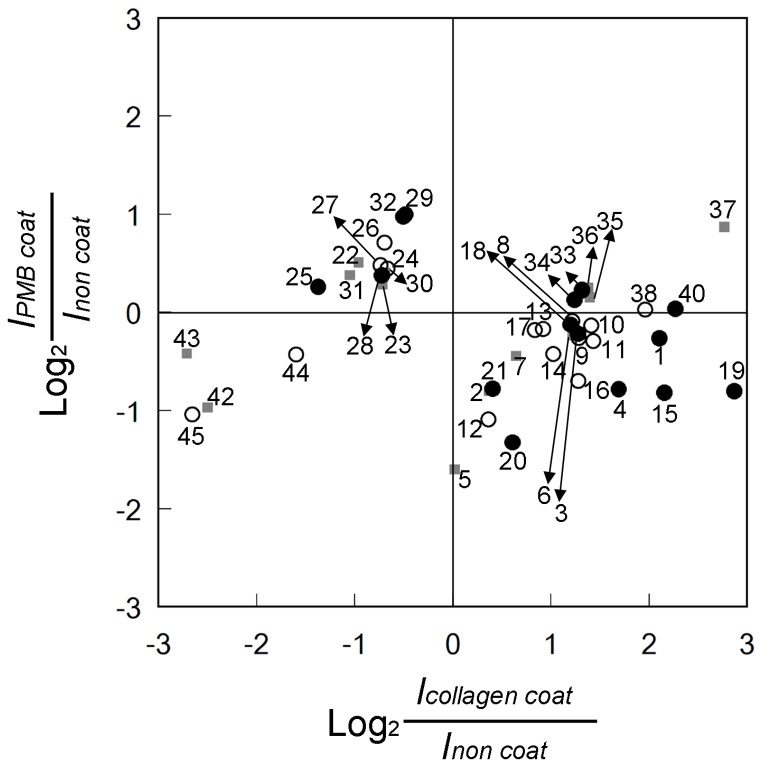
Selected genes that were expressed differently between collagen-coated and PMB-coated and were related to tissue regeneration and inflammation. Closed circle, wound healing promotion factors; Open circle; inflammatory factors; Closed square, uncertain about tissue regeneration.

**Table 1:** Descriptions and expression levels of genes which were up-regulated in collagen and down-regulated in PMB.

No. in Fig. 6	Description	Inflammation	Wound Healing	Angiogenesis	Relative Expression Level		Ratio
					collagen	PMB	collagen/PMB
up-regulation in collagen and down-regulation in PMB							
1	arginase type II (Arg2)		+		2.102	−0.261	2.362
2	B-cell translocation gene 2, anti-proliferative (Btg2)				0.367	−0.800	1.167
3	collagen and calcium binding EGF domains 1 (Ccbe1)				1.275	−0.216	1.490
4	CD163 molecule-like 1 (CD163l1)		+		1.688	−0.781	2.469
5	collagen, type XI, alpha 1 (Col11a1)				0.018	−1.599	1.616
6	collagen, type XII, alpha 1 (Col12a1)				1.218	−0.233	1.451
7	insulin-like growth factor 1 (IGF1), transcript variant 1				0.644	−0.443	1.087
8	interleukin 1 alpha (IL1a)	+			1.216	−0.090	1.306
9	interleukin 1 beta (IL1b)	+		+	1.285	−0.263	1.548
10	interleukin 1 receptor, type II (IL1r2)	+			1.410	−0.135	1.545
11	interleukin 1 receptor accessory protein (IL1rap), transcript variant 2	+			1.429	−0.293	1.722
12	interleukin 1 receptor antagonist (IL1rn), transcript variant 2	+			0.364	−1.092	1.456
13	interleukin 2 receptor, beta chain (IL2rb)	+			0.920	−0.170	1.089
14	interleukin 2 receptor, gamma chain (IL2rg)	+			1.026	−0.426	1.451
15	interleukin 8 receptor, beta (IL8rb)	+			2.153	−0.818	2.971
16	interleukin 18 receptor 1 (IL18r1)	+			1.278	−0.702	1.980
17	interleukin 18 receptor accessory protein (IL18rap)	+			0.836	−0.180	1.016
18	matrix metallopeptidase 8 (MMP8)		+	+	1.198	−0.123	1.320
19	matrix metallopeptidase 9 (MMP9)		+	+	2.867	−0.802	3.669
20	matrix metallopeptidase 10 (MMP10)		+	+	0.605	−1.323	1.928
21	vascular endothelial growth factor A (VEGF-A), transcript variant 1			+	0.402	−0.778	1.180

Numbers in Fig. 6 correspond to those in the table. Plus and minus in this table indicate promotion and suppression, respectively.

**Table 2:** Descriptions and expression levels of genes which were down-regulated in collagen and up-regulated in PMB.

No. in Fig. 6	Description	Inflammation	Wound Healing	Angiogenesis	Relative Expression Level		Ratio
					collagen	PMB	collagen/PMB
down-regulation in collagen and up-regulation in PMB							
22	collagen, type XIV, alpha 1 (Col14a1)		+		−0.962	0.512	−1.474
23	collagen, type V, alpha 3 (Col5a3)		+		−0.718	0.287	−1.005
24	fibroblast growth factor 10 (Fgf10)		+		−0.690	0.403	−1.093
25	interleukin 10 (IL10)	−	−		−1.376	0.262	−1.638
26	interleukin 17D (IL17d)	+			−0.697	0.711	−1.407
27	interleukin 17 receptor D (IL17rd)	+			−0.665	0.445	−1.110
28	peroxisome proliferator activated receptor gamma (Pparg), transcript variant 2				−0.728	0.379	−1.107
29	procollagen C-endopeptidase enhancer 2 (Pcolce2)				−0.485	1.001	−1.486
30	thrombospondin 3 (TBS3)			−	−0.739	0.481	−1.219
31	transforming growth factor alpha (TGFa)		+		−1.051	0.382	−1.433
32	vascular endothelial growth factor C (VEGF-C)			+	−0.508	0.977	−1.485

Numbers in Fig. 6 correspond to those in the table. Plus and minus in this table indicate promotion and suppression, respectively.

**Table 3:** Descriptions and expression levels of genes which were up-regulated both in collagen and PMB.

No. in Fig. 6	Description	Inflammation	Wound Healing	Angiogenesis	Relative Expression Level		Ratio
					collagen	PMB	collagen/PMB
up-regulation both in collagen and PMB							
33	collagen, type IV, alpha 1 (Col4a1)		+	+	1.313	0.233	1.081
34	collagen, type IV, alpha 2 (Col4a2)		+	+	1.312	0.227	1.085
35	collagen, type XXIII, alpha 1 (Col23a1)				1.392	0.155	1.236
36	disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 7 (Adamts7)				1.378	0.254	1.125
37	epidermal growth factor receptor pathway substrate 15 (Eps15)				2.765	0.872	1.893
38	interleukin 1 family, member 9 (IL1f9)	+			1.960	0.029	1.932
39	interleukin 4 induced 1 (IL4i1)		+		1.236	0.130	1.107
40	interleukin 13 receptor, alpha 2 (IL13ra2)		+		2.265	0.038	2.227
41	platelet-derived growth factor, C polypeptide (PDGF-C)				4.987	0.677	4.310

Numbers in Fig. 6 correspond to those in the table. Plus and minus in this table indicate promotion and suppression, respectively.

**Table 4:** Descriptions and expression levels of genes which are up-regulated in collagen and down-regulated in PMB.

No. in Fig. 6	Description	Inflammation	Wound Healing	Angiogenesis	Relative Expression Level		Ratio
					collagen	PMB	collagen/PMB
down-regulation both in collagen and PMB							
42	collagen, type VIII, alpha 2 (Col8a2)				−2.501	−0.967	−1.534
43	disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 19 (Adamts19)			−	−2.714	−0.419	−2.295
44	interleukin 11 (IL11)	+			−1.595	−0.430	−1.166
45	thrombospondin 4 (THBS4)			−	−2.657	−1.040	−1.617

Numbers in Fig. 6 correspond to those in the table. Plus and minus in this table indicate promotion and suppression, respectively.

## Discussion

The host body reactions to various biomaterial surfaces in the early period after transplantation affect seriously the following tissue regeneration. Although the details of these reactions have been investigated, the reactions determining the success or failure of tissue regeneration remain unclear. This study revealed important factors for successful tissue regeneration using a comprehensive analysis technique, which has never before been used to analyze tissue regeneration *in vivo*. In this study, we used collagen and PMB whose applications have been investigated already in clinical field, as representative bioactive and bio-inert materials.

Macrophages actively work as an initiator of inflammation and tissue regeneration. Even though the PMB suppressed adhesion and responses of the immune cells *in vitro* [38]–[40], a significant number of monocytes/macrophages were observed by immunostaining of the tissue surrounded PMB-coated scaffold. 

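Of the genes numbered 22 to 32, 10 had a value under their symbol, and 7 of them were lower with collagen than with PMB. They were selected by the study on these arrays, so the count is not independent evidence of a direction. The fibril-associated collagen Col14a1 was at 0.51 ± 0.0057 with PMB and -0.96 ± 0.082 with collagen, Col5a3 at 0.29 ± 0.011 and -0.72 ± 0.22, and the adipogenic nuclear receptor Pparg at 0.12 ± 0.090 and -0.72 ± 0.036. The cytokine Il17d was at 0.71 ± 0.24 and -0.70 ± 0.35. The growth factor Fgf10 was at 0.72 ± 0.020 with PMB and 1.37 ± 0.038 with collagen, and the receptor Il17rd at 0.044 ± 0.14 and 0.12 ± 0.42. Pan-macrophage markers stood at a median of -0.24 with PMB and -0.015 with collagen over 18 genes, and none was at least 2-fold higher or lower with either coating. Among random gene lists of the same size, these medians lay at percentile 0.1 with PMB and 26.3 with collagen. The PMB median was -0.42 with the probe of smallest dye difference per gene, and the collagen median -0.083 without collagen replicate 1. The paper's macrophages were seen by CD68 immunostaining of rat tissue. The values here are RNA ratios from 1 mouse per scaffold, so the 2 measures are not directly comparable.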

DNA microarray assay revealed that a number of genes may be actively involved in neglecting the PMB-coated scaffold (Fig. 6, No. 22−32). These results suggest that macrophages may also play a significant role in host body suppressing reactions.

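Interleukin genes differed between the coatings in both directions. Of 14 measured interleukins, 3 were at least 2-fold higher with collagen than with PMB, Il1f9, Il1a and Il1b, and 4 were lower, Il10, Il11, Il17d and Il34. Genes of the interleukin receptor family were taken by name and include Il1rn, which is not a receptor. Of the 26 measured genes of this family, 6 were at least 2-fold higher with collagen and none was lower, with a median of 0.36. With PMB none reached 2-fold, and the median was 0.057, or 0.20 without the genes of the paper's tables, 0.16 without PMB replicate 1 and 0.0022 without PMB replicate 2. The accessory receptor Il1rap was at 1.43 ± 0.034 with collagen and -0.29 ± 0.13 with PMB, the IL-1 decoy receptor Il1r2 at 1.41 ± 0.14 and -0.14 ± 0.14, and Il12rb1 at 1.32 ± 0.087 and 0.53 ± 0.28. Il2rb was at 0.92 ± 0.42 and -0.17 ± 0.56, Il18rap at 0.84 ± 0.033 and -0.18 ± 0.17, and the IL-1 antagonist Il1rn at 0.22 ± 0.33 and -0.57 ± 0.27.
Against the non-coated scaffold, 3 interleukins were at least 2-fold higher with collagen and 2 lower. The IL-36 cytokine gene Il1f9 was at 1.96 ± 0.077 and Il1a at 1.22 ± 0.041, and Il11 was at -1.59 ± 0.33. With PMB these stood at 0.029 ± 0.075, -0.089 ± 0.020 and -0.43 ± 0.26. No interleukin was at least 2-fold higher with PMB, where the largest values were those of Il34 at 0.78 ± 0.47 and Il17d. 6 of the interleukins and 8 genes of the receptor family, Il1rn among them, were selected by the study on these arrays. The counts for these families are therefore not independent evidence of a direction.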

Many interleukins (ILs) were found to be expressed differently in PMB-coated and collagen-coated scaffold. Some IL expressions were specifically up-regulated in PMB-coated scaffold, and those cytokines may interestingly modulate bio-inertness of the materials. Cytokines that were expressed differently in PMB and collagen were classified into four different categories on the basis of their function as promoters or regulators of inflammation and wound healing. The specific up-regulation of IL-1β (Fig. 6, No.9) and IL-10 (Fig. 6, No. 25) was found in collagen-coated scaffold and PMB-coated scaffold, respectively (Table 1–4). These are very distinctive cytokines because IL-1β promotes both inflammation and wound healing processes, which are in conflict with each other, while IL-10 suppresses both of them [12]. 

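IL-1β (Il1b) was 2.44-fold higher at the collagen-coated than at the non-coated scaffold, with a log2 ratio of 1.28 ± 0.34, and stood at -0.26 ± 0.17 at the PMB-coated scaffold. IL-10 (Il10) was at 0.25 ± 0.063 with PMB, 1.19-fold higher than at the non-coated scaffold and short of 2-fold, and at -1.41 ± 0.23 with collagen, 2.65-fold lower. The difference between collagen and PMB was 1.55 ± 0.17 for Il1b and -1.66 ± 0.17 for Il10; the SD is technical only. Each value is a mean over 10 probes for Il1b and 10 for Il10, from 1 mouse per scaffold. From its histology and the microarray the paper proposes that inflammation and wound healing may both be needed for tissue regeneration, and it states that bio-inert reactions require active suppression of both.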

The results of histological observation and microarray assay suggest that the induction of both inflammation and wound healing processes may be indispensable for successful tissue regeneration. On the other hand, bio-inert reactions require active suppression of both inflammation and wound healing processes. Chronic inflammation including fibrous encapsulation, may occur as a result of activation of only inflammation or wound healing process.

A blood supply is indispensable to cell survival. Angiogenesis takes place not only in embryonic development or inflammation but also in unusual tissue formation such as tumor development since these cells need new vessels to be fed with oxygen and nutrients [41]. Tissue regeneration also requires angiogenesis in the scaffold. Many researchers have tried to construct blood vessels to regenerate bigger tissue. The construction of blood vessels before target tissue regeneration has been attempted in order to ensure a faster blood supply in regenerating tissues [42]. Others have tried to assess microvessel formation in the porous scaffold by time-course observations [43]. Schutte *et al.* have focused on the importance of blood vessel formation in regenerative tissue in the scaffold, and they have defined VEGF (vascular endothelial growth factor) as anti-inflammatory/pro-wound healing factors in their research [15]. In the present study, two different pore sizes were used, and the angiogenesis behavior was investigated. The tubular formations filled with erythrocytes were observed only in the inner pore of collagen-coated porous scaffold with the pore size of 157 µm (Fig. 4E). It was reported that scaffolds with a smaller pore (20−75 µm) do not induce tissue regeneration because an appropriate angiogenesis is suppressed in and around the scaffolds [43]. In another reports, scaffold with 60 µm mean pore induced more microvessel formation in the scaffold than 5 or 700 µm [32]. In our study, numerous small vessels were observed around non-coated scaffolds and that scaffolds also induced thick fibrous encapsulation (Fig. 4B). Therefore, the formation of many small vessels around non-coated scaffold may be considered to be inflammatory vessels, not tissue-constructive vessels. Plasma leakage from vessels, which is known to be a phenomenon of inflammatory angiogenesis, was not investigated in this study [43], [44]. The collagen coating and the pore size of 157 µm may be adequate to induce the successful tissue regeneration with respect to the angiogenesis-inducible and encapsulation-suppressible tendency.

Angiogenesis is induced by many factors, including VEGF (Fig. 6, No. 21). Some angiogenic factors were expressed especially in collagen scaffold implantation. 

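Angiogenic factors lay on both sides of 0 at the collagen-coated scaffold, and all measured blood endothelial markers lay above 0. Of 20 measured pro-angiogenic factors, 2 were at least 2-fold higher with collagen, the chemokines Cxcl12 at 1.63 ± 0.11 and Cxcl2 at 1.29 ± 0.24, and 2 were lower, adrenomedullin (Adm) at -1.25 ± 0.14 and Pdgfc at -1.06 ± 0.28. VEGF-A (Vegfa), measured by 12 probes, was at -0.54 ± 0.00071 with collagen and 0.66 ± 0.040 with PMB. All 12 probes were below 0 with collagen, from -0.88 to -0.34, and 12 were above 0 with PMB. These probes were read from the same extracts and may include repeat spots, so they are not independent measurements. VEGF-C (Vegfc) was at 0.77 ± 0.21 with collagen and -0.45 ± 0.13 with PMB, Pdgfc at -0.23 ± 0.024 with PMB, and Igf1 at -0.68 ± 0.059 and -0.53 ± 0.064.
All 19 measured blood endothelial markers were above 0 with collagen, with a median of 0.77, and 3 were at least 2-fold higher. These were the tight junction gene Cldn5 at 1.20 ± 0.27, the fenestral diaphragm gene Plvap at 1.13 ± 0.034 and Mmrn2 at 1.06 ± 0.35. With PMB, 18 were above 0, none reached 2-fold, and the median was 0.30. In the same collagen extract, 3 lymphatic endothelial markers had a median of -1.77, 14 pericyte and smooth muscle markers one of 0.41 and the skeletal muscle genes one of -2.75. With PMB the lymphatic and pericyte medians were 0.45 and 0.22. Over the processing alternatives the pericyte median ran from 0.17 to 0.61 with collagen and from 0.097 to 0.27 with PMB.

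**Figure D2:**
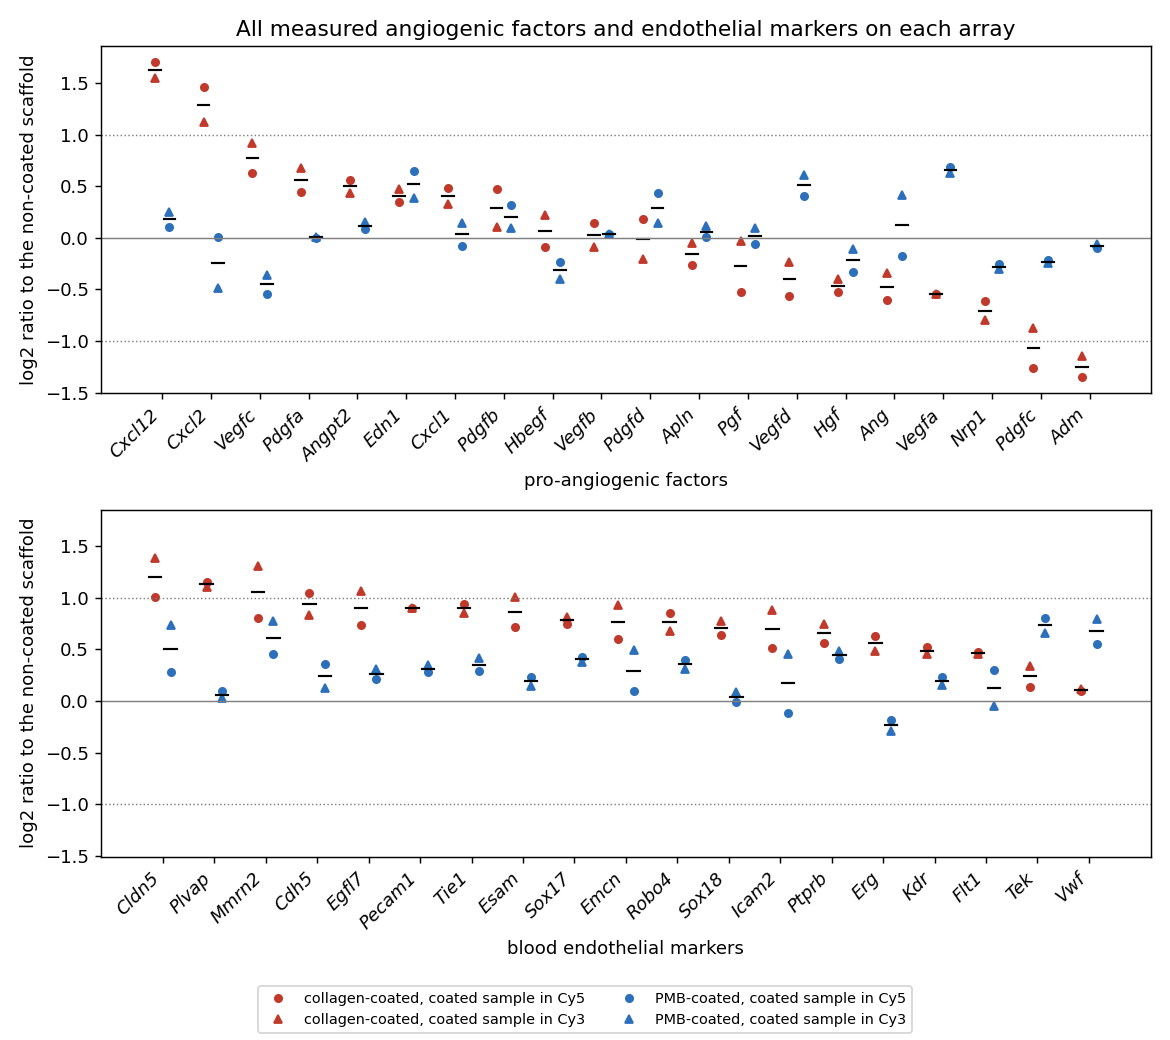
Log2 ratio to the non-coated scaffold (vertical axis) of all measured pro-angiogenic factors (upper panel) and blood endothelial markers (lower panel), ordered by the collagen value. Red points are the collagen-coated and blue points the PMB-coated scaffold, circles are arrays with the coated sample in Cy5 and triangles those with it in Cy3, bars are means of the 2 arrays and dotted lines mark 2-fold. Vegfa lies at -0.54 with collagen and 0.66 with PMB, and Cldn5, Plvap and Mmrn2 lie above 0 on both collagen arrays.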

In tumor tissue, Myc gene, an oncogene is activated and triggers the expression and release of the inflammatory cytokine, IL-1β [45], [46]. The IL-1β, in turn, activates metalloproteinases to release extracellular matrix-bound VEGF. The VEGF reaches the endothelial cells, and growth of a vascular network to the tumor tissue is accomplished. Thus, macroscopic observation showed that up-regulation of IL-1β in collagen-coated scaffold (Fig. 6, No. 9) supported expression of MMPs (Fig. 6, No.18−20) and vessel formation in the collagen-coated scaffold (Fig. 4E).

THBS is the protein, which is released from thrombin-treated platelets [47], [48]. Currently, 5 members of the THBS family have been identified, and THBS-1 and THBS-2 are recognized as anti-angiogenic factors that regulating proliferation and adhesion of endothelial cells [49]. The expression levels of THBS-3 (Fig. 6, No. 30) and THBS-4 (Fig. 6, No.45) were significantly different between collagen-coated and PMB-coated scaffolds and down-regulated in collagen-coated scaffold implantation. Detailed functions of these THBSs are under investigation, and there are no obvious result that explains the influence on endothelial cells. It has been reported that a variant of human THBS-4 that has a proline rather than an alanine at residue 387 suppresses the proliferation and adhesion of cultured endothelial cells [50]. The same as THBS-1 and THBS-2, THBS-3 and THBS-4 contain a type III repeat domain that has been reported to inhibit binding of FGF-2 to endothelial cells, which leads to endothelial cell proliferation *in vitro* [51]. The binding of integrin α_v_β_3_ and α_IIb_β_3_ to the domain regulates the inhibition of endothelial cell adhesion or migration; THBS-4 is therefore considered to have anti-angiogenic function. Synthetic heteroarotinoid, SHetA2, has an anti-cancer function by inhibiting vessel formation [52], [53]. In ovarian cancer cell cultures, gene expression and production of THBS-4 is dramatically increased by the addition of SHetA2 [54]. Those findings suggest that inhibition of angiogenesis is closely related to up-regulation of THBS-4. The down-regulation of THBSs in a collagen-coated scaffold will thus lead to up-regulation of angiogenesis.

Expression of matrix metallopeptidases (MMPs; Fig. 6, No. 18-20) and collagens (Fig. 6, No. 5−6, 22−23, 33−35, and 42) is also modulated by scaffolds. These factors are related to the destruction and reconstruction of tissues. Tissue regeneration requires the destruction of scaffold matrix, reconstruction of extracellular matrices, and cellular arrangement including angiogenesis. Dominant up-regulation of this genes in collagen-coated scaffold was observed in the microarray as same as up-regulation of other angiogenic factors such as VEGF. 

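The matrix metallopeptidases and the collagens both had genes higher and genes lower at the collagen-coated scaffold. Of 12 measured Mmp genes, 3 were at least 2-fold higher with collagen and 1 was lower, with a median of 0.48. With PMB the median was 0.14, or 0.021 with the probe of smallest dye difference per gene, 0.088 without PMB replicate 1 and 0.27 without the genes of the paper's tables. The gelatinase Mmp9 was at 2.87 ± 0.045 (7.3-fold higher) with collagen and -0.80 ± 0.11 with PMB, the stromelysin Mmp3 at 1.36 ± 0.16 and 0.53 ± 0.32, and the neutrophil collagenase Mmp8 at 1.20 ± 0.30 and -0.12 ± 0.13. Mmp10 was at 0.60 ± 0.14 with collagen, and the macrophage elastase Mmp12 at -1.13 ± 0.35. Mmp8 and Mmp9 also belong to the neutrophil markers, whose median with collagen was 1.40.
Of 25 measured collagen genes, 3 were at least 2-fold higher with collagen, 3 were lower, and the median was 0.044, or 0.091 without collagen replicate 2 and 0.086 with the arrays scaled to one spread. Higher were Col7a1 at 1.65 ± 0.14, Col23a1 at 1.39 ± 0.31 and the basement membrane collagen Col4a2 at 1.20 ± 0.057, next to Col4a1 at 0.97 ± 0.0047. Lower were Col8a2 at -2.50 ± 0.18, Col4a5 at -1.82 ± 0.67 and Col8a1 at -1.47 ± 0.020. The main fibrillar genes Col1a1, Col1a2 and Col3a1 were at 0.25 ± 0.29, -0.016 ± 0.48 and -0.094 ± 0.26. With PMB, 1 collagen gene was at least 2-fold higher, Col11a2 at 1.03 ± 0.53, and 2 were lower, Col11a1 at -1.60 ± 0.15 and Col8a1 at -1.45 ± 0.14. Also with PMB, Col8a2, Col23a1, Col4a1 and Col4a2 were at -0.97 ± 0.0014, 0.16 ± 0.22, 0.23 ± 0.045 and 0.24 ± 0.011.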

In a comprehensive manner, collagen-coated scaffold induces up-regulation of angiogenenic and tissue regenerating genes.

Gene expression analysis using microarray give us too many information to understand what is happening. To confirm specific genes that indicate implanted materials fate, narrowing down the focused genes and repeat the measurement of gene expression level must to be performed in the future.

## Conclusion

Even in the presence of advanced technologies of molecular biology, host body reactions to biomaterials using microarray have never been studied. *In vivo* study to understand the reactions is necessary to design a scaffold for successful tissue regeneration. Collagen and the MPC polymers including PMB are clinically used materials who have opposite characteristics. In this study, a microarray experiment was performed using non-coated scaffold as a control material. Other controls such as native tissue and wound healing tissue will be needed to better understand proper tissue regeneration. We narrowed down tissue regeneration-relating genes based on some keywords (inflammation, wound healing, and angiogenesis) which are thought to be indispensable for tissue formation. Bio-inert scaffold slightly up-regulated genes which are related to suppression of inflammation and wound healing. In contrast, a number of genes related to inflammation, wound healing, and angiogenesis were up-regulated in the collagen scaffold. 

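Chemokine genes also stood on both sides of the non-coated scaffold. Of 27 measured chemokine genes, 6 were at least 2-fold higher with collagen and 2 were lower. The largest beside Cxcl12 and Cxcl2 were Ccl4 at 1.49 ± 0.47, Cxcl13 at 1.25 ± 0.50, Cxcl5 at 1.24 ± 0.038 and Ccl3 at 1.07 ± 0.46. The lower ones were the monocyte attractant Ccl2 at -1.20 ± 0.18 and Ccl24. With PMB these stood at 0.32 ± 0.19 for Ccl4, 0.32 ± 0.10 for Cxcl13, -0.46 ± 0.093 for Cxcl5 and -0.064 ± 0.13 for Ccl2, and 1 chemokine gene was at least 2-fold higher and 1 lower.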

Up-regulation of interleukin-1β and the angiogenesis-relating genes inside the porous scaffolds are the possibly important factors for controlling tissue reconstruction.

How the deposited data were processed for this re-analysis (not part of the article)

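The authors deposited 1 table of log2 ratios of Cy5 to Cy3 for 4 two-colour arrays, made by the authors from spot intensities normalized by LOWESS. Which spots were left empty and how the scans were combined is not given in the sources used here. The sign of replicate 2 was reversed for both coatings, because it carried the coated sample in Cy3 and its deposited values correlated negatively with replicate 1. No further normalization was applied. The 2 arrays of a coating were averaged and counted as 1 replicate, and ± is their SD, which holds dye and hybridization error and no difference between mice. Gene symbols came from the annotation of the platform, updated through the name table. A gene's value is the mean over its probes with a value on all 4 arrays.
A gene or probe was counted as higher or lower when its mean log2 ratio was at least 1 in size with the same sign on both arrays. Between the coatings the study's rule of a difference over 2-fold was used for probes. 37 gene lists were fixed before the data were examined, covering macrophage, other leukocyte, vessel, matrix, muscle, skin, fat, nerve and stress genes and 6 gene families. For each list and for collagen, PMB and their difference, the median was placed among 10000 random lists of the same size, drawn from all named genes with replacement. A list of developmental muscle genes was added after the values were seen. The percentile describes these arrays and is not a test of the coatings.
The genes named are every gene the study names, per contrast and direction the 10 genes of largest size past the rule, and up to 4 members of each list described. Other list members named as contrast, such as Kit, Prtn3, Ltf, Col1a1 and Arg1, were chosen after their values were seen. The figure of vessel genes shows every measured member of both lists. Values of the study's tables were known beforehand. In a self-test, 200 of 11842 genes were simulated as changed by 1.5 or 2.5 log2, of which 100% and 100% were called, with 0 unchanged genes called. The self-test covers technical error only. It gave every gene the same error size within a coating and held no change near the 2-fold cut. Its outcome was thus close to fixed in advance.
Analyses used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1, the last only to scale the arrays as an alternative.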

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

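All tests of explanations in this part were chosen after the result was seen, and the lists below were picked from 37 fixed lists in 3 contrasts by a rule set after the list values had been explored: at least 5 measured genes, a median in the outermost 0.5% of random lists on either side, and no fewer members past 2-fold in 1 direction than the rest. The gene families and the M1, M2, pro- and anti-angiogenic lists were left out of that rule. The study does not discuss these groups as such.
Skeletal muscle genes had a median log2 ratio of -2.75 with collagen and -1.81 with PMB. A dye effect is argued against, since 27 of 27 genes kept their sign in both dye orientations for both coatings. More of one and the same muscle tissue in the non-coated extract is argued against as the whole cause, since it would put adult and developmental muscle genes on the same side between the coatings, while the median log2 collagen over PMB was -0.94 for the adult genes and 1.48 for 11 developmental genes. That list was made after several members had been seen to differ, and over the 5 others the median was 0.55, above that of the adult genes by 1.49, with the lowest at -0.056 and the highest adult gene at -0.24. The argument holds only if the developmental genes were expressed in muscle alone, which was not examined. Muscle of differing kind or stage in the captures and a difference between coatings may account for the values. They were not tested, since coating is confounded with capture and, if the mice were separate, with mouse.
Neutrophil markers had a median of 1.40 and T cell markers one of 1.52 with collagen, beside 1.55 for epidermis genes. A larger share of all leukocytes alike is argued against by the pan-macrophage median of -0.015, whose members had an SD of 0.39. A larger share of neutrophils in the collagen extract and higher expression per cell may each account for the neutrophil part and cannot be told apart: the 12 markers that the study did not select had a median of 1.36 and 8 were at least 2-fold higher, with Mpo at 1.29 ± 0.41 and Ltf and Prtn3 near 0, but they belong to the list that showed the pattern, and either explanation would give such a median. Epidermis as a source of S100a8, S100a9 and Lcn2 was not tested, nor was the T cell part. Here too, coating is confounded with capture and, if the mice were separate, with mouse.
Mast cell markers had a median of 1.05 with collagen and 1.59 with PMB over 5 genes.
Epidermis genes had a median of 1.55 with collagen and 1.19 for collagen over PMB over 5 of 18 listed genes. The probe annotated as Perp, whose values the paper gives for PDGF-C, is among them.
Schwann cell genes had a median of -1.35 with collagen, or -0.89 without collagen replicate 1, over 5 genes, with Mbp at -2.57 ± 0.031 and S100b at -1.36 ± 0.67, while with PMB the median was 0.55 and for collagen over PMB -1.81. Of the 5 genes, 3 were at least 2-fold lower with collagen and 1 lay above 0, at 0.40. The 11 probes of Mbp ran from -2.98 to 0.058 with collagen, 10 of them below 0.
For collagen over PMB, the medians that met the rule were also 1.43 for neutrophil markers, 1.81 for T cell markers, 1.42 for NK cell and cytotoxic genes, -1.28 for type I interferon-response genes and -1.57 for adipocyte genes.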

How the results depend on the processing

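The alternative without the genes of Tables 1–4 was chosen after the data were seen; the other alternatives printed here were set before. No paired analysis was possible because the 2 arrays of a coating are dye swaps of the same extracts from 1 mouse. Of 3514 values of named genes under alternatives, 0 reversed, and of 753 list medians 19 had another sign. A gene's reversal was counted only where its value had passed 2-fold with the same sign in both dye orientations. A list's reversal was counted only where its median lay in the outermost 0.5% of random lists on either side. These rules left 1 list median, the chemokine median of collagen over PMB, at -0.013 without PMB replicate 2. For a gene's ratio to the non-coated scaffold, leaving out 1 array or scaling the arrays cannot reverse a value that passed. The count of 0 reversed genes was thus largely fixed in advance and is no evidence of robustness. In all 193 list medians moved by more than the SD of the arrays. Values are given below for the lists the passages describe or this section lists, a choice made after the list values were seen. The causes were not tested, except that counts at 1.5-fold, on each array or per gene differ by construction. The arrays' signal over background is not in the values used here, so what depth limits is not known.
Without the genes of Tables 1–4 (added after seeing the data), values were M1 genes (collagen) 0.38, collagens (PMB) 0.18, interleukin receptors (PMB) 0.20, matrix metallopeptidases (PMB) 0.27, matrix metallopeptidases (collagen) 0.35.
With arrays scaled to one spread, values were M2 genes (collagen) -0.95, NK cell and cytotoxic genes (PMB) -0.65, collagens (collagen) 0.086, interleukins (PMB) -0.074, thrombospondins (collagen) -0.42, neutrophil markers (collagen) 1.48, skeletal muscle genes (PMB) -2.00, skeletal muscle genes (collagen) -3.01, type I interferon-response genes (PMB) 0.38, type I interferon-response genes (collagen) -0.93, probes at least 2-fold higher (PMB) 188.
With median-centred arrays, values were M2 genes (collagen) -0.89, interleukins (PMB) -0.083, thrombospondins (collagen) -0.43, type I interferon-response genes (collagen) -0.90.
With the probe of smallest dye difference per gene, values were adipocyte genes (PMB) 0.73, epidermis genes (PMB) 0.47, chemokines (PMB) -0.17, collagens (PMB) 0.17, interleukins (PMB) 0.068, matrix metallopeptidases (PMB) 0.021, neutrophil markers (collagen) 1.45, pan-macrophage markers (PMB) -0.42, skeletal muscle genes (PMB) -1.90, skeletal muscle genes (collagen) -2.79, type I interferon-response genes (collagen) -0.85.
With random lists matched on dye disagreement, percentiles were thrombospondins (collagen) 1.89.
At a 1.5-fold mean, values were probes at least 1.5-fold higher (PMB) 1060, probes at least 1.5-fold higher (collagen) 1372, probes at least 1.5-fold lower (PMB) 1308, probes at least 1.5-fold lower (collagen) 1853.
With 2-fold required on each array, values were probes at least 2-fold higher (PMB) 67.
With 1 value per gene, values were genes at least 2-fold higher (PMB) 73, genes at least 2-fold higher (collagen) 262, genes at least 2-fold lower (PMB) 166, genes at least 2-fold lower (collagen) 400, genes more than 2-fold different between collagen and PMB 759.
The correlation of the coatings was 0.098 (crossed dye orientation: collagen replicate 1 and PMB replicate 2), 0.089 (crossed dye orientation: collagen replicate 2 and PMB replicate 1), 0.35 (same dye orientation: replicate 2 arrays).
Leaving out 1 array of a coating at a time, the lowest and highest values were study genes above 0 with both coatings 5 to 10, M1 genes (PMB) -0.090 to -0.018, M2 genes (PMB) -0.033 to 0.11, M2 genes (collagen) -0.84 to -0.82, NK cell and cytotoxic genes (PMB) -0.57 to -0.52, NK cell and cytotoxic genes (collagen) 0.56 to 0.68, Schwann cell genes (PMB) 0.38 to 0.57, adipocyte genes (PMB) 0.74 to 0.87, anti-angiogenic factors (PMB) -0.20 to 0.12, anti-angiogenic factors (collagen) -0.13 to -0.0057, blood endothelial markers (PMB) 0.28 to 0.35, chemokines (PMB) -0.077 to 0.0030, chemokines (collagen over PMB) -0.013 to 0.26, collagens (PMB) 0.23 to 0.28, collagens (collagen) 0.043 to 0.091, interleukins (PMB) -0.058 to -0.037, thrombospondins (collagen) -0.44 to -0.42, pan-macrophage markers (collagen) -0.083 to -0.010, skeletal muscle genes (PMB) -1.85 to -1.81, skeletal muscle genes (collagen) -2.83 to -2.77, type I interferon-response genes (PMB) 0.23 to 0.31, type I interferon-response genes (collagen) -0.88 to -0.85, probes at least 2-fold higher (PMB) 141 to 285, probes at least 2-fold lower (PMB) 330 to 575, SD of the ratios (PMB) 0.39 to 0.48, SD of the ratios (collagen) 0.51 to 0.56.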

Differences from the paper's values

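All values in this part compare the study's Tables 1–4 with the mean over a gene's probes, and the comparison with single probes at its end was chosen after the result was seen. Of 127 values compared, 37 differ, in 14 genes. A gene's value was counted as differing when it lay further from the paper's than the SD of the 2 arrays. The values not counted are thus near the paper's and need not equal them. Each pair gives the paper's value and then the value here, with alternatives set before the data were examined under which the values no longer differ; under the others that were run they still differ.
Btg2: PMB -0.8 in the paper and -0.47 here (closed by: the probe of smallest dye difference), their difference 1.167 in the paper and 0.82 here (closed by: no alternative run).
Ccbe1: collagen 1.275 in the paper and 1.30 here (closed by: centred arrays, without collagen replicate 1, the probe of smallest dye difference), PMB -0.216 in the paper and -0.082 here (closed by: the probe of smallest dye difference), their difference 1.49 in the paper and 1.38 here (closed by: scaled arrays, without PMB replicate 2, the probe of smallest dye difference).
Igf1: collagen 0.644 in the paper and -0.68 here (closed by: no alternative run), PMB -0.443 in the paper and -0.53 here (closed by: without PMB replicate 1), their difference 1.087 in the paper and -0.15 here (closed by: no alternative run). The paper's pair equals a probe of Rplp0 here, so leaving out an array does not account for the PMB value.
Il1rn: PMB -1.092 in the paper and -0.57 here (closed by: no alternative run), their difference 1.456 in the paper and 0.80 here (closed by: no alternative run).
Vegfa: collagen 0.402 in the paper and -0.54 here (closed by: no alternative run), PMB -0.778 in the paper and 0.66 here (closed by: no alternative run), their difference 1.18 in the paper and -1.20 here (closed by: no alternative run).
Fgf10: collagen -0.69 in the paper and 1.37 here (closed by: no alternative run), PMB 0.403 in the paper and 0.72 here (closed by: no alternative run), their difference -1.093 in the paper and 0.65 here (closed by: no alternative run).
Il17rd: collagen -0.665 in the paper and 0.12 here (closed by: no alternative run), PMB 0.445 in the paper and 0.044 here (closed by: no alternative run), their difference -1.11 in the paper and 0.076 here (closed by: no alternative run).
Pparg: PMB 0.379 in the paper and 0.12 here (closed by: no alternative run), their difference -1.107 in the paper and -0.84 here (closed by: no alternative run).
Vegfc: collagen -0.508 in the paper and 0.77 here (closed by: no alternative run), PMB 0.977 in the paper and -0.45 here (closed by: no alternative run), their difference -1.485 in the paper and 1.23 here (closed by: no alternative run).
Col4a1: collagen 1.313 in the paper and 0.97 here (closed by: the probe of smallest dye difference), their difference 1.081 in the paper and 0.74 here (closed by: the probe of smallest dye difference).
Col4a2: collagen 1.312 in the paper and 1.20 here (closed by: scaled arrays, the probe of smallest dye difference), PMB 0.227 in the paper and 0.24 here (closed by: without PMB replicate 1, the probe of smallest dye difference), their difference 1.085 in the paper and 0.96 here (closed by: the probe of smallest dye difference).
Adamts7: PMB 0.254 in the paper and 0.42 here (closed by: no alternative run), their difference 1.125 in the paper and 0.95 here (closed by: no alternative run).
Eps15: collagen 2.765 in the paper and -0.51 here (closed by: no alternative run), PMB 0.872 in the paper and -0.082 here (closed by: no alternative run), their difference 1.893 in the paper and -0.43 here (closed by: no alternative run).
Pdgfc: collagen 4.987 in the paper and -1.06 here (closed by: no alternative run), PMB 0.677 in the paper and -0.23 here (closed by: no alternative run), their difference 4.31 in the paper and -0.83 here (closed by: no alternative run).
The paper gives a PMB range from -2 to 2, and 56 probes lay below that and 3 above. The paper puts fewer genes in the second quadrant than in the first, and here 8 and 9 of the measured genes lay there, while its own Tables 2 and 3 list 11 and 9. The 9 genes here are not the 9 of Table 3, since they include Fgf10 and Il17rd of Table 2. The paper places VEGF-A among genes higher with collagen, and Vegfa was at -0.54 here over its 12 probes. Of 42 measured genes, 35 lay in the paper's quadrant and 7 in another. In a comparison chosen after the values were seen, the paper's pair equals 1 single probe of the gene itself for Ccbe1, Il1rn, Pparg, Col4a1, Col4a2 and Adamts7, and a probe without a symbol in the annotation used for VEGF-A, Il17rd and Eps15.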

Other observations

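The test of matching values was chosen after the result was seen, and the gene lists were fixed before the data were examined. Proliferation genes lay above 0 with collagen for all 17 measured members, with a median of 0.47, and for 2 with PMB, with a median of -0.27. All 18 hypoxia and glycolysis genes lay below 0 with collagen, with a median of -0.58, and 3 were at least 2-fold lower, while the PMB median was 0.14. Complement genes had medians of -0.37 and 0.19, and the former was -0.21 without collagen replicate 2. The PMB median of dendritic cell and MHC class II genes, given next, was -0.070 without PMB replicate 1 and -0.44 without PMB replicate 2. Over the alternatives, other medians given next moved too. With collagen, fibroblast genes ran from -0.12 to 0.0775, TGF-beta genes from 0.031 to 0.19 and B cell markers from 0.087 to 0.45. With PMB, fibroblast genes ran from 0.0685 to 0.31, giant-cell genes from -0.21 to 0.024, immediate-early genes from -0.22 to -0.0064 and erythroid genes from -0.18 to 0.14. The brown fat genes given next were Cox7a1, Cox8b and Dio2, 3 of 7 listed. Cox8b was also among the lowest genes with collagen, beside muscle genes, so this median need not stand for brown fat.
Further medians were dendritic cell and MHC class II genes 0.37 with collagen and -0.28 with PMB (10 genes), giant-cell genes -0.069 with collagen and -0.014 with PMB (11 genes), fibroblast genes -0.055 with collagen and 0.14 with PMB (20 genes), TGF-beta genes 0.17 with collagen and -0.12 with PMB (11 genes), immediate-early genes -0.34 with collagen and -0.081 with PMB (13 genes), brown fat genes -1.91 with collagen and -0.74 with PMB (3 genes), erythroid genes 0.66 with collagen and -0.019 with PMB (2 genes), B cell markers 0.16 with collagen and -0.34 with PMB (3 genes), eosinophil markers -1.51 with collagen and -0.47 with PMB (1 gene), hair follicle genes -0.57 with collagen and 0.36 with PMB (1 gene), housekeeping genes 0.13 with collagen and -0.20 with PMB (11 genes).
Some values of the study's tables equal probes of other genes: of 45 pairs of values, 32 equal a probe, 23 of the gene itself, 5 of another gene and 4 of probes with no symbol here, among them the pairs given for VEGF-A, Il17rd and Eps15. Equality was taken with a tolerance of 0.0011 in log2. Of the others, 10 equal the mean of the gene's own probes and 3 neither. The pair given for Igf1 equals a probe of Rplp0, that for Fgf10 one of Cd44, that for Tgfa one of Adamtsl5, that for Vegfc one of Iigp1 and that for Pdgfc the probe of Perp. A chance match of 2 values is argued against for the 5 as a set, since in 100 shuffles of the PMB values at most 2 pairs, and on average 0.45, equalled a probe of another gene. A mismatch of probe and gene in either annotation may account for them, and which annotation was used is not given in the sources used here.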
